A study of Mus musculus with 16 samples.

How the data were processed

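Gene expression was measured by RNA-seq in ventricular heart tissue of mouse embryos at E11.5. There were 16 libraries in 4 groups of 4. The groups were the control and the cardiomyocyte-specific conditional knockout (cKO) of Atf4 in a line with exons 2 to 3 flanked by loxP sites, and the control and cKO of a line with exon 2 alone flanked. Group and replicate number were taken from each sample's title. The labels place the exon 2-3 line in batch 1 and the exon 2 line in batch 2, so line and batch cannot be told apart, and each line was compared only with its own controls. All 16 columns of the table were matched to a sample by a name that occurs in that sample's description.

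The authors deposited 1 table of TPM values, a unit that scales each library's transcripts to a fixed total. The program, gene annotation and genome build behind the TPM values are not stated in the labels. Each row name gives a gene symbol, chromosome, strand, start and end. For 5919 of the 5921 rows these coordinates equalled those of RefSeq on GRCm38.p6, and they are given here on that build. Per the labels' protocols, between 30000000 and 70000000 paired-end reads were obtained per sample, and the depth of each library is not given. The labels differ on library preparation: one text describes stranded mRNA libraries and another describes depletion of ribosomal RNA, and they name different sequencers. The extraction text also names cultured cortical neurons, while every tissue label names ventricular heart. The genotype label reads wild type on all 16 samples, cKO included, so it does not tell the groups apart, and whether the controls carried the floxed allele or the Cre transgene is not stated. Whether counting used the strand is not stated.

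The table was held only in part. It covered chromosomes 1 (2219 rows) and 10 (1695 rows) and the part of chromosome 11 up to position 106501211 (2007 rows), and its last line ended inside a gene name and was left out. The values held summed to between 15.2% and 17.1% of a whole library's TPM (median 16.3%). Genes elsewhere, Atf4 and its neighbour Rps19bp1 among them, were not analysed here, and neither were genes of the Y chromosome or of the mitochondrial genome. Every count of genes below refers to these rows. The TPM unit keeps no depth, so the number of reads behind each value is unknown and no counting interval is given.

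Values were analysed as log2(TPM + 1), which understates the change of genes with low TPM. Genes with a mean TPM of at least 1 over the 16 libraries were tested, which left 2620 genes. Each line was fitted on its own 8 libraries with limma 3.58.1 (lmFit, and eBayes with an intensity trend) in R 4.3.3. The difference between the lines' cKO effects (interaction term) and the difference between the control groups came from a group means model over all 16 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. All tests were two-sided. The standard errors are limma's moderated ones. Tables and figures were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15.

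Lists of ATF4 targets, p53 targets, ribosomal protein genes, cardiac contractile genes and cell cycle genes had been fixed before the data were examined. Of these lists, 9 of 50 ATF4 targets, 9 of 42 p53 targets, 9 of 40 contractile genes and 8 of 44 cell cycle genes were among the genes tested, together with 13 ribosomal protein genes. Each set was tested with limma's camera with a preset correlation of 0.01, in each line and for the interaction, with Benjamini-Hochberg adjustment over the 15 tests. Fry and camera with an estimated correlation were run beside it. A list of erythroid genes was also fixed beforehand. Lists of endothelial, myeloid and matrix genes restricted to the rows held were written later, the matrix list after the changes of some of its genes had been seen.

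The rule for naming genes was also fixed beforehand. It takes, in each line, the 5 genes that rose most and the 5 that fell most among those with an adjusted p under 0.05 and no overlap between cKO and control libraries. It adds the 5 genes with the largest interaction term, and up to 5 members with the smallest adjusted p from each set in a line where that set passed the threshold. Atf4 and the genes of its locus, which the rule also names, were not analysed here. Any other gene named was chosen after its values were seen.

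The alternatives tried were a pseudocount of 0.1, no filter on low values, a minimum mean TPM of 5, quantile normalisation, rescaling without hemoglobin genes, centring on the library median, one fit over all libraries (with array weights for the interaction and the controls), the replicate number as a block, no intensity trend, stricter thresholds, and leaving out each library in turn. One more, rescaling the rows held to a common sum without hemoglobin genes and 2 abundant rows (Gm10222 and Gm10925), was chosen after seeing the data. The procedure was tested on simulated data built on the spread of the real libraries. With 200 of 2620 genes changed, it recovered 10.5% of them at a log2 change of 0.25, 75.5% at 0.5 and 94% at 1 in a line, and 0.5%, 54% and 90.5% as an interaction. Up to 6.47% of the calls were false, and with no change simulated 0 genes were called. A set shifted by 0.3 was called in 100% of 20 draws, against 0.385% of the sets left unshifted. The simulated noise was independent between genes, so these rates do not cover correlation within a set of the real libraries. A regrouping of the real libraries within each line gave the ribosomal set an unadjusted camera p of 6.16e-12 for the interaction.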

Results

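RNA was sequenced from ventricles dissected out of mouse embryos at E11.5, in 4 libraries from each of 4 groups. Atf4 encodes a transcription factor that acts in the cellular response to amino acid shortage and protein folding stress. It was removed from cardiomyocytes by the Cre recombinase of the Xmlc2-Cre transgene, from an allele with either exons 2 to 3 or exon 2 alone flanked by loxP sites. The study asked what ATF4 does in heart development, and its design compares each conditional knockout (cKO) with its own controls and the 2 alleles with each other. The values are the authors' TPM, of which 5921 genes on chromosomes 1, 10 and part of 11 were used. Between 4505 and 4873 of these genes had a TPM above 0 in a library. Within a group, libraries correlated across the genes tested with Pearson's r between 0.982 and 0.992 on the log2(TPM + 1) scale. No 2 libraries of a group had the same value in more than 0.0763% of genes. The TPM of Atf4, which would check the labels, was not analysed here, so every direction below rests on the labels.

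The first comparison asked which genes changed when exons 2 to 3 were deleted. Of 2620 genes tested with limma, 176 differed between cKO and control at an adjusted p under 0.05, and 109 of them were higher in the cKO. The count at an unadjusted p under 0.05 was 552, where 131 would be met by chance. All 4 cKO libraries lay on one side of all 4 controls for 381 genes (14.5%), against 2.86% by chance. Only 6 of the called genes changed by at least 1 on the log2 scale. The scaling that moved the count most was centring each library on its median, which called 343 genes with 142 (41.4%) higher, against 61.9% higher in the values as deposited. Quantile normalisation called 311 genes, 50.5% of them higher. The direction in which most genes moved therefore depended on the scaling. The count also fell under most fits with 1 library fewer, to 70 genes without cKO replicate 3.

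The 5 genes that rose most in the exon 2-3 cKO were Zfp365, Cd55, Ccng1, B230206L02Rik and Phlda3, with log2 fold changes between 1.13 and 1.65. Ccng1 (chromosome 11, 40748552 to 40755309, GRCm38.p6) rose from 95.4 ± 1.91 TPM in controls to 275 ± 11.3 TPM in cKO (SD, n = 4 each; log2 fold change 1.52, SE 0.046, limma adjusted p 5.32e-08). Zfp365 (chromosome 10, 67886105 to 67912662) rose from 0.614 ± 0.0890 to 4.08 ± 0.485 TPM (log2 fold change 1.65, SE 0.11, limma adjusted p 3.81e-05). Phlda3 (chromosome 1, 135766085 to 135769134) rose from 39.4 ± 4.43 to 87.1 ± 5.54 TPM, with a limma adjusted p of 8.48e-05. Cd55 (chromosome 1, 130429798 to 130465009) rose from 0.935 ± 0.0886 to 4.75 ± 0.974 TPM. The long noncoding RNA B230206L02Rik (chromosome 11, 94133456 to 94155770) rose from 2.98 ± 0.576 to 10.2 ± 1.87 TPM. Both of the latter overlap a gene on the other strand, so their values are uncertain. These 5 genes stayed past the threshold in each of the 8 fits that left out 1 library of the line.

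The genes that fell most, apart from Hand1, were less firmly measured. Hand1 (chromosome 11, 57828713 to 57832147) fell from 62.7 ± 7.25 to 40.8 ± 3.64 TPM (SD, n = 4 each; log2 fold change -0.60, SE 0.091, limma adjusted p 0.00573), and it overlaps a gene on the other strand. This fall kept its call in each of the 8 fits with 1 library left out (largest adjusted p 0.0201). The interaction term of Hand1 was -0.52 (limma adjusted p 0.0481), which lost its call in 12 of the 16 fits with 1 library left out. Ppm1h, 2900009J06Rik, Tcf24 and Bend6 had mean TPM under 4 in the control libraries, log2 fold changes between -1.25 and -0.63, and limma adjusted p-values between 0.0269 and 0.0361. Each of the 4 lost its call in at least 5 of the 8 fits with 1 library left out (largest adjusted p 0.102, for 2900009J06Rik without cKO replicate 3), and all 4 lost it when no filter on low values was used. Ppm1h (chromosome 10, 122677428 to 122945795) averaged 2.47 ± 0.214 TPM in controls and 0.608 ± 0.930 TPM in cKO, where replicate 2 alone had 2.00 TPM. Without that library its log2 fold change was -1.60, with an adjusted p of 0.000246. Tcf24 overlaps no other row, while Ppm1h, 2900009J06Rik and Bend6 overlap others and are uncertain on that ground as well.

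**Figure D1:**
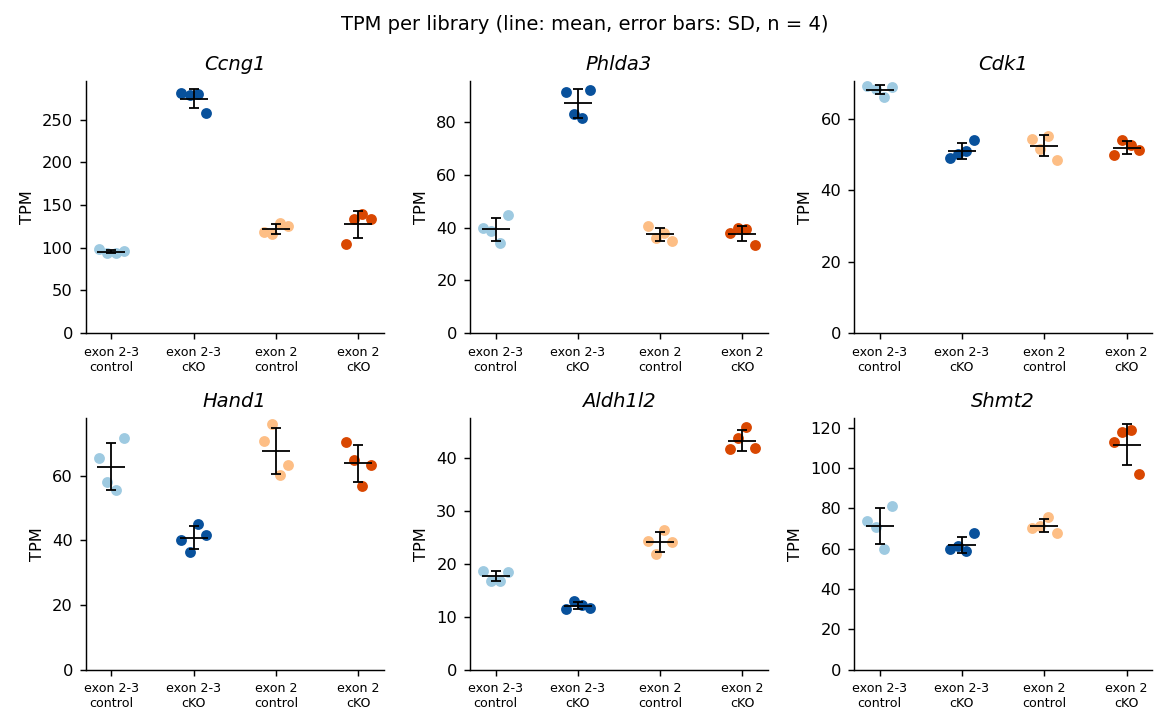
TPM of 6 named genes (vertical axes, from 0) in the 4 libraries of each group (points), with the group mean (line) and SD (error bars, n = 4). Ccng1 and Phlda3 lay higher and Cdk1 and Hand1 lower in the exon 2-3 cKO than in its controls, and Aldh1l2 and Shmt2 lay higher in the exon 2 cKO than in its controls.

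The second comparison asked the same of the deletion of exon 2 alone. Here 2 genes differed at an adjusted p under 0.05. Aldh1l2 (chromosome 10, 83487447 to 83534146) rose from 24.2 ± 1.89 to 43.3 ± 1.98 TPM (SD, n = 4 each; log2 fold change 0.82, SE 0.068, limma adjusted p 0.000421). Shmt2 (chromosome 10, 127517123 to 127522444) rose from 71.4 ± 3.27 to 112 ± 10.1 TPM (log2 fold change 0.64, SE 0.071, limma adjusted p 0.00359). Both encode enzymes of mitochondrial one-carbon metabolism, and both overlap a gene on the other strand. Without a filter on low values, Shmt2 had an adjusted p of 0.0520. Unadjusted p-values under 0.05 were met by 84 genes, fewer than the 131 given by chance, and 48 genes (1.83%) had no overlap between the groups. The median moderated SE of a gene's log2 fold change was 0.0895 in this line and 0.0902 in the exon 2-3 line. The largest count, 4 genes, came from one fit over all libraries and from the fit without control replicate 3.

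Whether the effect differed between the alleles was tested by the interaction term. It passed an adjusted p of 0.05 for 62 genes, with a more positive change in the exon 2-3 line for 42 of them. Of the 62, 56 were also called within the exon 2-3 line, and 5 were called in neither line. These 5, named after their values were seen, were Casq1, Stc2, Vamp2, Rnasek and Cuedc1. The count rose to 136 with array weights. Leaving out exon 2 cKO replicate 2 lowered it to 36. The share of the genes with a more positive change was 67.7%, and it was 53.4% after quantile normalisation and 56.2% after rescaling the rows held. The largest terms belonged to Cd55 (1.94, SE 0.28, limma adjusted p 0.000613), B230206L02Rik (1.64, SE 0.23), Ccng1 (1.46, SE 0.10), Zfp365 (1.45, SE 0.16) and 2900009J06Rik (-1.38, SE 0.25). Cd55 also differed between the control groups, at 0.935 ± 0.0886 TPM in the exon 2-3 controls against 3.66 ± 0.232 TPM in the exon 2 controls. Aldh1l2 was the one gene called in both lines in the values as deposited, in opposite directions. It fell in the exon 2-3 cKO from 17.7 ± 0.990 to 12.1 ± 0.701 TPM (log2 fold change -0.51, SE 0.069, limma adjusted p 0.00277), and its interaction term was -1.33 (SE 0.092, limma adjusted p 1.82e-07). The fall of Shmt2 in the exon 2-3 line (-0.20, limma adjusted p 0.245) was not called in those values but passed after quantile normalisation (0.0494), after median centring (0.0194) and without control replicate 3 (0.0462).

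**Figure D2:**
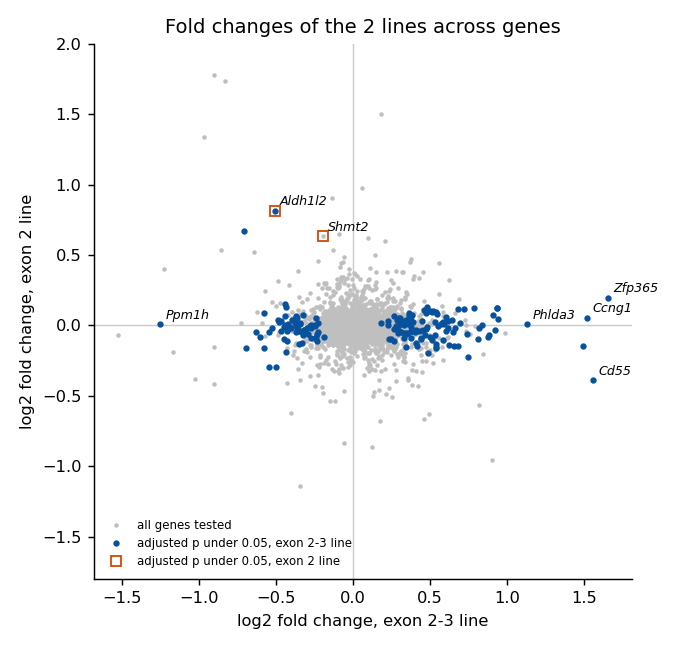
Log2 fold change of cKO against control on the log2(TPM + 1) scale in the exon 2-3 line (horizontal axis) and the exon 2 line (vertical axis), 1 point per gene tested, with the 176 genes called in the exon 2-3 line in blue and the 2 called in the exon 2 line as open squares. The blue points spread along the horizontal axis, and Pearson's r across the 2620 genes was -0.0868.

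Across the 2620 genes, the 2 lines' log2 fold changes had a Pearson's r of -0.0868 and a Spearman's rho of -0.00781. Genes are not independent replicates, so no p-value is attached. The jackknife standard error of r over the libraries was 0.112. No control library was shared between the lines. Of the 176 genes called in the exon 2-3 line, 94 (53.4%) had the same sign in the exon 2 line.

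The 9 p53 targets tested were all higher in the exon 2-3 cKO, with a median log2 fold change of 0.68 (camera adjusted p 9.18e-15). Of these, 8 passed an adjusted p of 0.05 over all genes tested and 9 passed when adjusted over the list alone. Beside Ccng1 and Phlda3, the named members were Btg2 (22.1 ± 1.24 to 39.8 ± 2.27 TPM), Ercc5 (11.1 ± 0.983 to 20.2 ± 1.17 TPM) and Ptpn14 (log2 fold change 0.68, SE 0.064). Ptpn14 overlaps other genes on both strands, so its value is uncertain. In the exon 2 line the median was 0.0091, with 5 of 9 members up (adjusted p 0.765), and it lay between -0.042 (without cKO replicate 3) and 0.033 (without cKO replicate 4) when 1 library was left out. The difference between the lines had a median of 0.69 over the 9 members, all positive (adjusted p 5.56e-17). In the same line the 8 cell cycle genes tested were all lower in the cKO, with a median of -0.38 (adjusted p 7.00e-10). Of these, 5 were called over all genes and 7 when adjusted over the list alone. Cdk1 fell from 68.2 ± 1.35 to 51.1 ± 2.20 TPM and Top2a from 146 ± 9.07 to 107 ± 4.24 TPM. Top2a overlaps a gene on its own strand, so its value is uncertain. Cenpf, Hmmr and Cdc6 fell by 0.43, 0.35 and 0.43 on the log2 scale. Hmmr and Cdc6 lost their calls in 3 and 5 of the 8 fits with 1 library left out, with adjusted p-values up to 0.0578 and 0.0750. The interaction term of Top2a (-0.45, limma adjusted p 0.0236) lost its call in 7 of 16 such fits. In the exon 2 line the median of these genes was -0.017 with 2 of 8 up (adjusted p 0.935), a direction that turned after quantile normalisation (0.00035) and after rescaling the rows held (0.0014), and the difference between lines was -0.36 (adjusted p 1.31e-09).

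The 9 ATF4 targets tested were all higher in the libraries labelled exon 2 cKO, with a median log2 fold change of 0.27 (camera adjusted p 4.16e-23). Of these, 2 were called over all genes and 6 when adjusted over the list alone. Next to Aldh1l2 and Shmt2, the named members Stc2 (0.65, SE 0.11), Slc1a4 (0.33, SE 0.088) and Mars1 (0.27, SE 0.079) rose without passing the threshold over all genes, with limma adjusted p-values of 0.0951, 0.703 and 0.876. Stc2 passed without control replicate 3 (adjusted p 0.00950) and in one fit over all libraries (0.0217). In the exon 2-3 line 1 of the 9 was higher, and the median was -0.10. That change passed under camera with the preset correlation (adjusted p 0.0120) but not under fry (0.153) or an estimated correlation (0.496). Mthfd1l and Xpot, named for that line, had log2 fold changes of -0.22 and 0.11 there, neither of them called in the values as deposited. Both overlap other genes, as does Mars1, and all are uncertain on that ground. After median centring the falls of Mthfd1l (adjusted p 0.0433) and Mars1 (0.0180) passed, and that of Mars1 also after quantile normalisation (0.0272). The difference between the lines had a median of -0.44, negative in all 9 members (adjusted p 1.29e-11). The other 6 set calls named here, for p53 targets, cell cycle genes and ATF4 targets, held under fry and under an estimated correlation, where the largest adjusted p was 0.0288. The 13 ribosomal protein genes and the 9 contractile genes passed the threshold in neither line nor in the interaction. Their medians lay between -0.033 and 0.086, and the smallest of their adjusted p-values was 0.361. The contractile median of the exon 2 line was 0.026 without cKO replicate 4, and that of the exon 2-3 line was 0.0015 without control replicate 1. The ribosomal median turned with the scaling in either line, and the set passed the threshold without exon 2-3 cKO replicate 2 (median 0.085, adjusted p 0.0478) and, with a positive median, without exon 2 control replicate 2 (0.023, adjusted p 0.0344). Rpl19, Rps15 and Rpl23a varied between libraries of a group, and ribosomal protein genes share sequence with processed copies, so the set is uncertain.

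**Figure D3:**
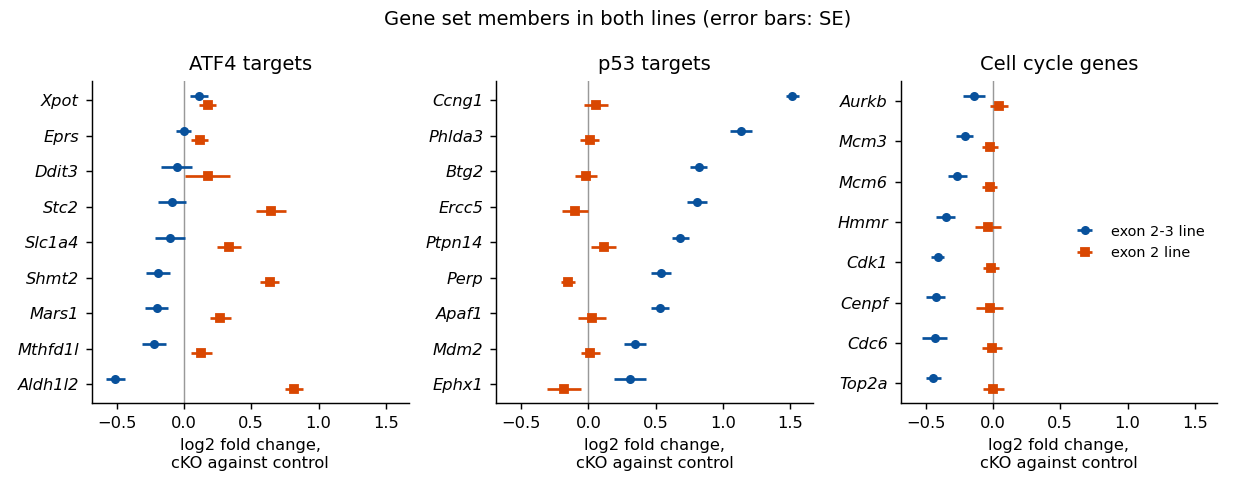
Log2 fold change of cKO against control with its SE (horizontal axes, log2(TPM + 1) scale) for each tested member of 3 gene sets, in the exon 2-3 line (circles) and the exon 2 line (squares), from 4 libraries per group. All 9 ATF4 targets lay above 0 in the exon 2 line, and in the exon 2-3 line all 9 p53 targets lay above 0 and all 8 cell cycle genes below 0.

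The control groups were compared with each other for a difference that involves no knockout. The labels do not state whether they carried the floxed alleles. The difference passed the threshold for 1377 genes (52.6%), of which 378 were higher and 999 lower in the exon 2-3 controls, and 135 differed by at least 1 on the log2 scale. Of these 135 genes, 60.0% were higher in the exon 2-3 controls. The median over all genes was -0.14, and it was 0.041 after centring on the median of the genes tested, so directions here are relative to the scaling. Centring on the median called 1263 genes, 57.7% of them higher, against 27.5% in the values as deposited, and quantile normalisation gave 39.9%. The first principal component of the 16 libraries held 59.3% of the variance and separated the lines, from between -15.6 and -11.2 in the exon 2-3 line to between 7.92 and 16.5 in the exon 2 line. Each batch holds the controls of 1 line only, so line and batch cannot be told apart for this comparison.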

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

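The tests of mislabelling for the p53 targets, of exchanged labels in the exon 2 line and of Ppm1h were chosen only after the result was seen. The other tests in this part had been chosen before.

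The effect of the knockout differed between the lines for 62 genes by the interaction term. In the exon 2-3 line, 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many as 176 genes, and the largest count in another split was 2. In the exon 2 line 1 of 35 splits gave as many as 2 genes, and the largest other count was 1. For the interaction, 2 of 100 draws that regrouped the libraries within each line gave as many as 62 genes, the real grouping included. The other draw, with 109 genes, kept the real split of the exon 2-3 line. Without that split the largest count was 6.

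The median difference between the lines was 0.69 for the p53 targets, -0.36 for the cell cycle genes and -0.44 for the ATF4 targets. For each of these sets 3 of the 100 draws gave a p-value as small, the real grouping included. For the p53 targets and the cell cycle genes the other such draws kept the real split of the exon 2-3 line. For the ATF4 targets they kept the real split of the exon 2 line. The real split of 1 line was therefore enough for a p-value as small. Within the exon 2-3 line 1 of 35 splits gave a p-value as small for the p53 targets and 1 of 35 for the cell cycle genes. In the exon 2 line these counts were 28 and 34 of 35. For the ATF4 targets the real split alone, 1 of 35, gave a p-value as small in the exon 2 line. In the exon 2-3 line 3 of 35 did, so the fall of these genes there was not set apart from other groupings of the libraries.

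Among single genes, the p53 targets Ccng1 (1.46), Phlda3 (1.12), Ercc5 (0.90), Btg2 (0.84) and Ptpn14 (0.57) had a more positive effect in the exon 2-3 line, as had Zfp365 (1.45), Cd55 (1.94) and B230206L02Rik (1.64). The technical explanations tested for the p53 targets left the rise in place. With the level of the embryonic globin gene Hba-x as a measure of blood in the tissue, the median was 0.68. After the trend of fold changes on GC content and transcript length was removed, it was 0.55. Of random sets of 9 genes, 95% lay between -0.13 and 0.11. The smallest median over 4 other scalings was 0.61. For 8 of the 9 members all 4 cKO libraries lay above all 4 controls, which argues against a single mislabelled library. A response of the p53 pathway in this line is a candidate explanation, as a hypothesis found and tested on the same data. Whether the controls carried the Cre transgene or the floxed allele is not stated. Effects of these and of strain background stay open for every difference between cKO and control, and none was tested directly. The exon 2 line was made with the same transgene, and its p53 targets had a median of 0.0091. An effect of Cre alone on these genes would need the lines to differ in another way, such as which controls carried it. Embryo sex, litter, exact stage, and an effect of the larger deletion on genes beside Atf4, which were not analysed here, stay open and untested. The batch also differs between the lines, although each effect was measured against controls of its own batch.

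The cell cycle genes Cdk1 (-0.40) and Top2a (-0.45) and the transcription factor gene Hand1 (-0.52) had a more negative effect in the exon 2-3 line. With Hba-x as a covariate the median of the cell cycle genes in that line was -0.38. After removal of the GC and length trend it was -0.42, while 95% of random sets lay between -0.13 and 0.12. Fewer dividing cells may accompany the rise of p53 targets, but whether the 2 changes share a cause was not tested. A later or earlier stage of the cKO embryos also stays open as untested. The interaction terms of Hand1 and Top2a lost their calls in 12 and 7 of the 16 fits with 1 library left out, with adjusted p-values up to 0.110 and 0.0581. Of the other genes, 2900009J06Rik (-1.38) is an RNA of low TPM that overlaps a gene on the other strand, and no biological explanation was tested for it.

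The ATF4 targets Aldh1l2 (-1.33), Shmt2 (-0.83) and Stc2 (-0.74) had a more negative effect in the exon 2-3 line. Aldh1l2 fell by 0.51 there and rose by 0.82 in the libraries labelled exon 2 cKO, both called. Shmt2 and Stc2 changed by -0.20 and -0.089 in the exon 2-3 line, neither called in the values as deposited, and by 0.64 and 0.65 in the exon 2 line. The fall of Shmt2 passed the threshold after quantile normalisation (adjusted p 0.0494), after median centring (0.0194) and without exon 2-3 control replicate 3 (0.0462). The term of Stc2 had an adjusted p of 0.0509 without exon 2 cKO replicate 2. With Hba-x as a covariate the median of the 9 ATF4 targets in the exon 2 line was 0.24. The smallest median over 4 other scalings was 0.27, and the smallest over the fits that each left out 1 library was 0.23. These values argue against blood content and scaling, and against a rise that rests on a single mislabelled library. By the measure used for the p53 targets, all 4 cKO libraries lay above all 4 controls for only 4 of the 9 members. A rise of ATF4 targets is opposite in direction to a loss of ATF4. An exchange of the control and cKO labels of this line and a true rise cannot be told apart, because 0 rows for Atf4 were held and its level was not analysed here. A rise might come from ATF4 activity in cells outside the cardiomyocytes or from a product left by the deletion of exon 2 alone, and neither was tested.

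A library far from the other 3 of its group was found in 5 of the 112 groups of 4 values tested, where 5.6 are given by chance. The groups were those of the 25 named genes and of 3 measures of a library (sum of the TPM held, genes above 0 and alpha-globin), and all 5 belonged to named genes. The 5 are no more than chance gives, so the number itself needs no explanation. Ccng1 had 258 TPM in exon 2-3 cKO replicate 4 against 279 to 282 in the others. Xpot had 26.0 TPM in exon 2-3 control replicate 3 against 30.7 to 31.0. Top2a had 151 TPM in exon 2 cKO replicate 1 against 177 to 182. Cenpf had 18.5 TPM in exon 2-3 cKO replicate 2 against 16.1 to 16.4. No explanation was tested for these 4 values.

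The fifth, Ppm1h, had 2.00 TPM in exon 2-3 cKO replicate 2 against 0.129 to 0.151 in the other 3 cKO libraries. All 9 p53 targets of that library lay above all 4 controls, which argues against a control embryo labelled as this replicate. The 5 neighbouring protein-coding genes within 1 Mb had a median log2 fold change of 0.18, which argues against a change that lowers the neighbouring genes as well. They ranged from 0.022 (Mon2) to 0.36 (Srgap1). The adjacent Srgap1 and Rxylt1 (0.23) were both called higher in the exon 2-3 cKO. The position of the Cre transgene and a variant at Ppm1h that segregates among the embryos may be considered, but neither was tested. Ppm1h also overlaps other genes on both strands.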

How the results depend on the processing

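All alternatives but the rescaling of the rows held had been chosen before. That one was chosen only after the data were seen.

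The count of genes changed in the exon 2-3 line was 95 with no filter on low values, and 75 of these were among the 176. More genes share the adjustment there, 5564 against 2620. The limma adjusted p of Phlda3 rose from 8.48e-05 to 0.00364, more than the added genes alone would give. The cause of the lower count was not tested. The count was 311 after quantile normalisation, 343 after median centring and 283 after rescaling the rows held, and 165, 170 and 173 of these were among the 176. It was 6 with an absolute log2 fold change of at least 1 and 43 at an adjusted p under 0.01, as stricter thresholds must lower it. Over the 8 fits that each left out 1 library it lay between 70 (without cKO replicate 3) and 190 (without control replicate 3). The share of genes higher in the cKO was 44.7% in the latter and 75.3% without control replicate 4 (174 genes), against 61.9% with all libraries. The cause was not tested for the scalings, beyond the small shift they gave to the median of all genes, from 0.032 to -0.017 under median centring.

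The exon 2 line had 4 genes in one fit over all libraries and 0 with an absolute log2 fold change of at least 1, beside 84 genes at an unadjusted p under 0.05. Leaving out 1 library gave between 2 and 4 genes, the 4 without control replicate 3. With no filter the count was 2, but 1 of these was another gene. The interaction count was 133 after quantile normalisation, 127 after median centring, 136 with array weights and 105 after rescaling the rows held, of which 60, 59, 61 and 62 were among the 62. It was 7 and 26 at the stricter thresholds, and between 36 (without exon 2 cKO replicate 2) and 84 (without exon 2-3 control replicate 4). The control difference was 135 genes at an absolute log2 difference of at least 1, and between 1190 and 1370 with 1 library left out. The cause was not tested for the scalings and weights.

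The p53 and cell cycle sets in the exon 2-3 line, the ATF4 targets in the exon 2 line and the differences between lines of these 3 sets kept their direction and their side of the threshold under every alternative run. The p53 targets in the exon 2-3 line lay between 0.65 and 0.72 over the fits with 1 library left out, the cell cycle genes between -0.40 and -0.36, and the ATF4 targets in the exon 2 line between 0.23 and 0.34. The fall of ATF4 targets in the exon 2-3 line was still -0.10 but no longer past the threshold under fry and under an estimated correlation, which allow for correlation within the set. With 1 library left out this median lay between -0.18 (without cKO replicate 4) and -0.075 (without control replicate 4), with camera adjusted p-values up to 0.0243. After quantile normalisation it was -0.17.

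Medians near 0 changed sign. After quantile normalisation the ribosomal genes of the exon 2 line had 0.024 and the cell cycle genes 0.00035. The latter had 0.0014 after rescaling the rows held, and the ribosomal genes of the exon 2-3 line had -0.0051 after median centring. Leaving out 1 library gave ranges from -0.067 to 0.023 for the ribosomal genes, -0.037 to 0.023 for the cell cycle genes, -0.042 to 0.033 for the p53 targets and -0.065 to 0.026 for the contractile genes of the exon 2 line. For the contractile genes the ranges were -0.062 to 0.0015 in the exon 2-3 line and -0.093 to 0.029 for the difference between lines. The ribosomal genes of the exon 2-3 line ranged from 0.023 to 0.085. They passed the threshold at the upper end, without cKO replicate 2 (adjusted p 0.0478), as did those of the exon 2 line at theirs, without control replicate 2 (0.0344). The cause was not tested.

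Among the 25 genes named by the rule, the only ones recomputed singly, no direction turned. With other settings 30 values gained and 9 lost a call, and with 1 library left out 7 gained and 50 lost one. Control and cKO libraries with the same number, each relative to its group, correlated across genes between -0.0287 and 0.211 in the exon 2-3 line, against -0.296 to 0.199 for other numbers. The range in the exon 2 line was 0.0639 to 0.200, against -0.117 to 0.0792. Not every pair exceeded 0.1, so the numbers were not taken to pair libraries, although 3 of the 4 pairs in the exon 2 line exceeded all others. As a block it gave 149, 2, 68 and 1305 genes, with the interaction terms of Ppm1h and Mars1 past the threshold.

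A covariate for embryo sex from Y-linked genes was not run, as no such genes were analysed here, and neither were results for Atf4 and Rps19bp1. Rescaling without hemoglobin and mitochondrial genes removed only alpha-globin genes. The labels state 1 range of depth for all samples but neither the depth of each library nor the share of reads counted, so how far counting error limits genes of low TPM was not computed.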

Other observations

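The tests on pseudogenes, the matrix list and the difference between matrix and endothelial genes were chosen only after the result was seen. The other tests in this part had been chosen before, and the reading of the 2 tests on neighbouring genes was changed after their results were seen.

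The ribosomal and contractile sets passed no threshold in the values as deposited. With Hba-x as a covariate the ribosomal genes of the exon 2 line did pass, with a median of -0.068, 1 of 13 up and an adjusted p of 0.0262. For the ribosomal genes 26 of 35 splits in the exon 2-3 line, 34 of 35 in the exon 2 line and 65 of 100 draws for the interaction gave a p-value as small. For the contractile genes these counts were 12, 24 and 46.

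Matrix and mesenchymal genes rose in the exon 2-3 cKO. All 11 genes of the matrix list were higher, with a median log2 fold change of 0.46, and 7 were called. The mean of the list differed with an exact p of 0.0286, the smallest that 4 against 4 libraries can give (0.114 after adjustment over the 16 list tests). The p53 targets and cell cycle genes of this line and the ATF4 targets of the exon 2 line had the same 2 values in this test. In the exon 2 line the median of the matrix list was -0.049. A lower share of cardiomyocytes in the tissue is a candidate explanation, and it would raise markers of every other cell type. The endothelial list had a median of 0.21, with 5 of 5 genes up and an exact p of 0.0857, and the myeloid list 0.24, with 2 of 3 up and an exact p of 0.257. The contractile genes differed with an exact p of 0.286. Matrix genes rose more than endothelial genes, by 0.17 (exact p 0.0286), but the matrix genes had been picked for their rise, so this excludes nothing. A lower share of cardiomyocytes and a change in the mesenchymal cells cannot be told apart, as few markers were held. Over the 4 other scalings the matrix median lay between 0.42 and 0.47 and the endothelial median between 0.16 and 0.21. In the exon 2 line the endothelial median was -0.069 and the myeloid -0.26. The erythroid list had a median of -0.063 in the exon 2-3 line (exact p 0.971) and -0.20 in the exon 2 line (exact p 0.686).

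The control groups differed for 1377 genes, and 1 of 35 splits of the 8 control libraries, the real one, gave as many. The 263 pseudogenes had a median absolute log2 difference of 0.58. Protein-coding genes of the same mean TPM had 0.26 (95% of random draws from 0.22 to 0.30). Of the 175 called, 90.3% were higher in the exon 2-3 controls, against 16.7% of the 1135 called protein-coding genes. The pseudogene median was positive under each scaling, between 0.50 and 0.71. This is consistent with quantification or library preparation that treated pseudogenes differently in the batches. The 50 snoRNA and snRNA genes had a median log2 difference of 0.14, and 10 of them were called. Protein-coding genes of the same mean TPM had -0.24 (95% of random draws from -0.34 to -0.14). After median centring the median of these short RNA was 0.32 and that of all protein-coding genes -0.0025, so either value depends on the scaling. A difference in the recovery of short RNA without a poly(A) tail is a candidate explanation. The labels name both an mRNA and a ribosomal RNA depletion protocol, without assigning them to batches. Adjacent pairs of protein-coding genes called in one direction numbered 435, against a mean of 438 in shuffled calls (permutation p 0.603). Of the shuffles, 95% gave between 414 and 462. With 1135 of 2117 protein-coding genes called, most pairs arise whatever the arrangement, so this count excludes nothing, and linked chromosome segments that differ between the lines stay open. Line and batch cannot be told apart.

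In the exon 2-3 line 12 adjacent pairs of protein-coding genes were called in one direction, against a mean of 6.25 in shuffled calls (permutation p 0.0230). Of the shuffles, 95% gave between 2 and 11. As it was put before the test, this excess would have counted in favour of a linked chromosome segment that differs between cKO and control embryos. After the result was seen that reading was withdrawn. The pairs lay at 12 separate places, 2 on chromosome 1, 4 on chromosome 10 and 6 on chromosome 11, and some join genes of related function, such as Col3a1 and Col5a2. Neighbours regulated together would give the same excess, so the explanations cannot be told apart.

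Some values belong to no comparison. Hba-x ranged from 666 to 5163 TPM among the exon 2-3 cKO libraries. With Hba-x as a covariate 153 genes were called in the exon 2-3 line, 146 of them among the 176. The neuronal genes Map2 and Syt1 had 0.0506 to 1.66 and 0.199 to 0.523 TPM across the 16 libraries, where the extraction text names neurons. Rpl19 had 1387 and 1478 TPM in replicate 3 of both exon 2-3 groups, and between 283 and 456 TPM in the other libraries of the line. Gm10925 had 5995 to 7697 TPM in batch 1 and 13074 to 14800 TPM in batch 2.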
